A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "dsRNA formation leads to preferential nuclear export and gene expression" (2024).

How the data were processed

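RNA co-immunoprecipitation followed by sequencing (RIP-seq) was carried out by the authors on total RNA of wild-type Saccharomyces cerevisiae with J2, a monoclonal antibody that binds double-stranded RNA (dsRNA). The 6 libraries form 2 groups of 3. The J2 unbound libraries hold the RNA left in the supernatant after a further round with J2 and fresh beads, and the J2 eluate libraries hold the RNA recovered from the beads of the initial round. Per the study's methods, single reads of 50 bases were aligned by the authors with STAR to the sacCer3 genome and counted with featureCounts over an Ensembl gene set to which untranslated regions, cryptic unstable transcripts (CUTs), stable unannotated transcripts (SUTs) and Xrn1-sensitive unstable transcripts (XUTs) had been added. The libraries were made with the TruSeq RNA Sample Prep Kit. The strand setting of the counting was not stated. Counts opposite the 5% most abundant mRNAs came to between 0.0374% (unbound 3) and 0.629% (eluate 2) of the sense counts, so the counts kept the strands apart.

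The authors deposited a normalised count signal per feature and library, that is read counts divided by 1 DESeq2 size factor per library. The table has 47860 lines for 15753 features, because the values of a feature are repeated on each of its annotated segments, up to 13 of them. The table was collapsed to 1 value per feature. The low values of each column are whole multiples of a single step, so whole reads could be recovered for 100.0% of the values in each library. The recovered size factors run from 0.565 in unbound 2 to 2.03 in eluate 1 and equal those that DESeq2 gives with the median of ratios over all 15753 features. The authors also deposited a log2 fold change of eluate over unbound and a p-value with its adjusted p-value per feature, all from DESeq2. Those columns were used only where the authors' deposited table is named.

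The feature counts of a library sum to 23741359, 18645818 and 27010153 in unbound 1, 2 and 3 and to 43141091, 27777440 and 19871214 in eluate 1, 2 and 3. In all 1401 pairs of same-strand features nested in each other, each with a single segment, the outer feature held at least the counts of the inner (100.0%). Dropping shared reads would give the same result where the inner feature held no counts, so the check alone does not settle the counting mode. A read was taken to be counted in each feature of its strand that it overlaps. On that reading the sums count such reads more than once, and classes that overlap share reads. A total of 3 counts was taken as the floor of a library, which corresponds to a normalised count between 1.47 in eluate 1 and 5.31 in unbound 2. Intervals are 95% Wilson intervals and, like the floor, cover counting error only, since reads without molecular identifiers are not independent molecules.

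The plan made before the data were examined assumed raw counts and the DESeq2 Wald test. The values turned out to be normalised, so the main test was changed to limma (lmFit and eBayes with a trend) on log2(normalised count + 1), eluate against unbound, with Benjamini-Hochberg adjustment over all 15753 features. Fold changes are on that scale, which understates the change of low features. Results are given for features with a mean normalised count above 40, the minimum the study used, and an adjusted p under 0.05 counted as a call. On simulated counts for the same 15753 features with 200 changed by known factors, limma called 94.5% of the changed features, all with the right sign, and 0.07% of the unchanged features above the mean of 40. DESeq2 called 93.5% and 0.12% of the same features, and edgeR 95.0% and 0.10%. The simulation used a chosen dispersion, changed few features and gave every fit the true size factors. It therefore does not measure errors where most features change or where the scaling is in doubt.

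Classes were taken from the names and biotypes in the table. An antisense RNA (asRNA) is a feature that the table itself marks as antisense, 3943 with names of the form antisense and a number and 447 with the ending as, 4390 in all. XUTs (1593), SUTs (794) and CUTs (832) carry those names. mRNA stands for the 6316 features with the biotype protein coding, among them 25 of the mitochondrial genome. There are 76 snoRNA, 5 snRNA and 9 rRNA features. The table also holds 401 features named Unit, 1159 named INT50, 125 named intergenic, 26 tRNAs and 27 others, whose names are not explained. Coordinates are those of the table. Of 5811 protein-coding genes shared with the S288C reference (R64, the sequence of sacCer3), 99.9% had a segment start and end equal to those of the reference, so the reference sequence was used for GC content, for the share of 50-base windows found once in the genome, and for gene names. A sense and antisense pair is an mRNA and a lncRNA (asRNA, XUT, SUT or CUT) of the other strand, both above a mean of 40, with an overlap of at least 0.5 of either.

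Shares of counts and class medians per library were compared with exact two-sided permutation tests, for which 3 libraries against 3 allow no p under 0.1. Correlations across features are descriptions, since features are not independent replicates. The genes named were chosen by a rule set before the data were examined. It consists of a list from the study (PHO85, SUT412, FRE5, HPF1, PRY3, RPS17A, RPS6A, TDH1 and SEG2, some of which the study chose partly on these libraries), and of the 5 largest positive and 5 largest negative log2 fold changes within mRNAs and within asRNAs, among calls with all 3 eluates beyond all 3 unbound libraries.

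Libraries of both groups share the numbers 1 to 3. After subtracting group means, the correlation of deviations across the features above the mean was 0.23 between unbound 1 and eluate 1, 0.32 for number 2 and 0.30 for number 3, whereas it ran from -0.37 to 0.12 between libraries of different numbers. Per the protocol, both fractions of an experiment start from the same RNA, but the labels do not say that a number marks a shared preparation. The numbers were read as pairs because each of the 3 correlations exceeds 0.1. A fit with the replicate number as a block was an alternative. The main fit and the permutation tests did not use this pairing.

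The alternatives set before the data were examined were scaling by edgeR's TMM, by the median of ratios over mRNAs only and by the total count, edgeR's quasi-likelihood test, other filters on the counts, an absolute log2 fold change of at least 1, an adjusted p under 0.01, the replicate block, leaving out each library, DESeq2 without independent filtering, other definitions of asRNAs, mRNAs matched on mean count or length, other overlaps and a total without rRNA and snoRNA. Alternatives chosen after seeing the data were the DESeq2 Wald test on the recovered reads with and without a block, pseudocounts of 0.5 and 10, features without a same-strand overlap, features with at least 90% unique windows, XUTs, SUTs and CUTs all counted as asRNAs, and a total without mitochondrial features. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.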

Results

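To find the transcripts that are part of a double strand in growing yeast, RNA bound by the dsRNA antibody J2 (J2 eluate) was compared with the RNA that J2 left in solution (J2 unbound), with 3 libraries each. Counts per library, summed over features, ranged from 18645818 in unbound 2 to 43141091 in eluate 1. The table covers 15753 features, of which 10188 had a mean normalised count above 40. No batch is given in the labels.

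Libraries of a group resembled each other far more than libraries of different groups. Across the 10188 features, Spearman's correlation of log2 normalised counts was between 0.980 and 0.992 for the 3 pairs of unbound libraries and between 0.948 and 0.985 for the 3 pairs of eluates. Between an eluate and an unbound library it ran from 0.673 to 0.728. Pearson's r was between 0.978 and 0.989 within the unbound group, between 0.953 and 0.987 within the eluates and between 0.685 and 0.737 across groups.

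J2 precipitation separated most transcripts. With limma and Benjamini-Hochberg adjustment, 3520 features were enriched in the eluate and 4891 were reduced at an adjusted p under 0.05, together 82.6% of those above the mean of 40. In 84.6% of the 10188 features all 3 eluates lay beyond all 3 unbound libraries, whereas chance gives 10%. The DESeq2 Wald test on the recovered reads called 3525 features enriched and 4872 reduced, and 8349 calls were shared with the same sign. How the calls split depends on the scaling. Of the calls, 41.8% were enriched with the deposited size factors, 45.2% with TMM, 63.0% with the total count and 72.7% with the median of ratios over mRNAs only. The last setting moved the counts most, to 6253 enriched and 2343 reduced. The median log2 fold change of all features was -0.46 with the deposited factors, -0.30 with TMM, 0.45 with the total count and 0.85 with the mRNA factors. A fold change in what follows is relative to the deposited factors, and its sign can differ under another scaling where it is small.

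The first question was whether asRNAs and mRNAs differ in their enrichment. Of 1735 asRNAs above the mean, 1418 (81.7%) were enriched and 88 (5.07%) were reduced. Of 5724 mRNAs, 458 (8.0%) were enriched and 4259 (74.4%) were reduced. Factors from mRNAs only raised the enriched share of mRNAs to 33.4% and lowered the reduced share to 37.3%, while 94.0% of asRNAs were enriched. With the total count, 22.0% of mRNAs were enriched and 48.5% were reduced. Without a filter on the mean count, 66.5% of asRNAs and 10.8% of mRNAs were enriched. The median log2 fold change was 2.11 for asRNAs, with 1.92, 1.89 and 2.40 in the same-numbered pairs of libraries 1, 2 and 3, and -1.39 for mRNAs, with -1.29, -1.42 and -1.44.

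A difference between classes within a library does not depend on its size factor. The median log2 fold change of asRNAs exceeded that of mRNAs by 3.5, and the difference was 3.21, 3.31 and 3.84 in the pairs of libraries 1, 2 and 3 (SD 0.342, n = 3). Within a library, the median log2 normalised count of asRNAs was lower than that of mRNAs by a median difference of -5.10 ± 0.265 (SD, n = 3) in unbound and -1.87 ± 0.181 (SD, n = 3) in eluate libraries. The 3 eluates all lay above the 3 unbound libraries, and the exact two-sided permutation test gave p = 0.1 (n = 3 per group), the smallest possible. Without a filter on the mean count the difference of fold changes was 2.96, and against mRNAs matched on mean count it was 2.74.

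**Figure D1:**
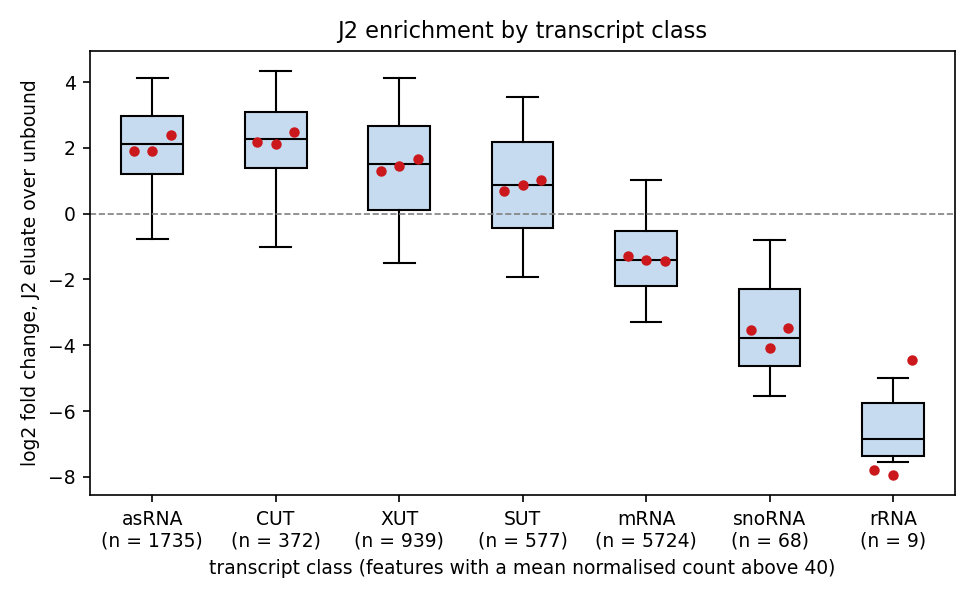
Log2 fold change of J2 eluate over unbound (vertical axis) for features with a mean normalised count above 40 in 7 transcript classes (horizontal axis), with boxes from the 25th to the 75th percentile, a line at the median and whiskers at the 5th and 95th percentiles. Red points are the class medians in the 3 same-numbered library pairs; the medians of asRNAs (2.11) and mRNAs (-1.39) lie on either side of 0.

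Shares of counts need no scaling. asRNAs took 0.566% ± 0.0545 (SD, n = 3) of the counts in unbound libraries. The single values were 0.532% (Wilson interval 0.529% to 0.535%), 0.629% (0.625% to 0.633%) and 0.538% (0.535% to 0.541%). In the eluates asRNAs took 3.56% ± 0.95 (SD, n = 3), with 2.52% (2.52% to 2.53%), 3.75% (3.75% to 3.76%) and 4.39% (4.38% to 4.40%), which is 6.28 times the unbound mean. mRNAs fell from 85.6% ± 1.46 (SD, n = 3) to 79.7% ± 1.61 (SD, n = 3). Without the 25 mitochondrial features, which rose from 1.5% ± 0.309 (SD, n = 3) to 7.5% ± 3.10 (SD, n = 3), nuclear mRNAs fell from 84.1% ± 1.74 (SD, n = 3) to 72.2% ± 3.79 (SD, n = 3). snoRNAs fell from 3.49% ± 0.398 (SD, n = 3) to 0.292% ± 0.049 (SD, n = 3). rRNA features fell from 0.129% ± 0.0332 (SD, n = 3) to 0.00339% ± 0.00411 (SD, n = 3). For asRNAs, mRNAs, snoRNAs and rRNA features the groups did not overlap, and the exact permutation test gave p = 0.1, also after adjustment over the 4 classes, with n = 3 per group. The shares of classes that overlap on a strand include the same reads.

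**Figure D2:**
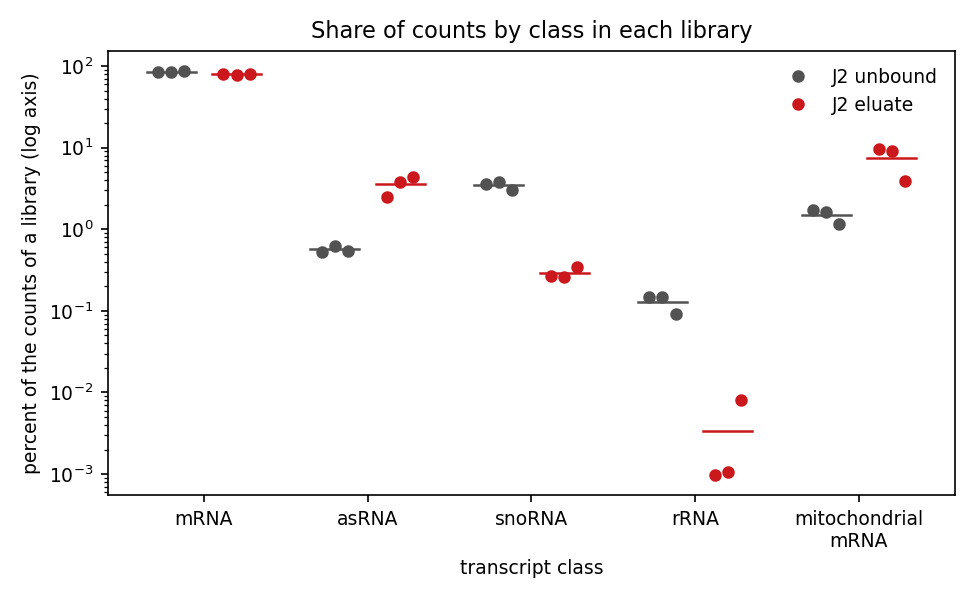
Percent of the counts of each library (vertical log axis) on 5 transcript classes (horizontal axis), with a point per library, grey for J2 unbound and red for J2 eluate, and a line at the mean of 3. The asRNA share rises from a mean of 0.566% to 3.56%, and the rRNA share of eluate 3 lies above those of eluates 1 and 2.

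The lncRNA classes were then taken separately, since they differ in the pathways that degrade them. Of 372 CUTs above the mean, 84.7% were enriched, with a median log2 fold change of 2.27. The corresponding values were 64.9% and 1.5 for 939 XUTs, and 53.0% and 0.87 for 577 SUTs. The order of the class medians was the same in each of the 3 library pairs, with 2.19, 2.10 and 2.49 for CUTs, 1.29, 1.44 and 1.66 for XUTs and 0.71, 0.86 and 1.04 for SUTs. Differences between the classes were not tested. With factors from mRNAs only, the share of enriched SUTs rose to 80.8%. A same-strand overlap with another feature was present for 100% of the XUTs, 91.7% of the SUTs and 63.7% of the CUTs, so that these values are not independent of each other.

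snoRNAs and rRNAs were looked at as further classes. Of 68 snoRNAs above the mean, 63 (92.6%) were reduced and 3 were enriched, with a median log2 fold change of -3.77. Of 9 rRNA features, 8 were reduced and the remaining feature was not called. The median log2 fold change of the rRNA features was -6.85, but the pairs of libraries gave -7.78, -7.95 and -4.45 (SD 1.97, n = 3), so that library pair 3 sets the spread. The rRNA features had no 50-base window found once in the genome (0.0%), and their counts are uncertain. snoRNAs were also reduced in most cases with mRNA factors (83.6%) and with the total count (85.3%).

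If mRNAs enter the eluate as part of a double strand, mRNAs with a lncRNA on the other strand should be retained more. There were 3783 such pairs, with 2988 lncRNAs and 2702 mRNAs, and 3022 mRNAs had no such lncRNA above the mean. The median log2 fold change was -1.12 with and -1.63 without a lncRNA. The difference was 0.51, with 0.50, 0.57 and 0.42 in the pairs of libraries (SD 0.077, n = 3). Per library, the exact two-sided permutation test gave p = 0.1 (n = 3 per group), the smallest possible. The shares of enriched mRNAs were close, with 8.18% and 7.84%, while 69.7% and 78.6% were reduced. The difference depended on the features used. It was 0.12 among features with no same-strand overlap and -0.77, of opposite sign, without a filter on the mean count.

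The level of the lncRNA relative to its mRNA was related to the fold change of the mRNA. In 92.7% of the pairs the lncRNA had the lower mean count, with a median log2 ratio of -3.18. Across the 3783 pairs, which are not independent replicates, Spearman's correlation between this ratio and the fold change of the mRNA was 0.38 (0.33, 0.39 and 0.39 in the 3 library pairs), and 0.36 when the mean count of the mRNA was held constant. The median log2 fold change was -1.60 for 309 mRNAs with a log2 ratio up to -6 and -0.02 for 164 mRNAs whose lncRNA was more abundant. In 897 pairs of features with no same-strand overlap, however, the correlation was 0.09.

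**Figure D3:**
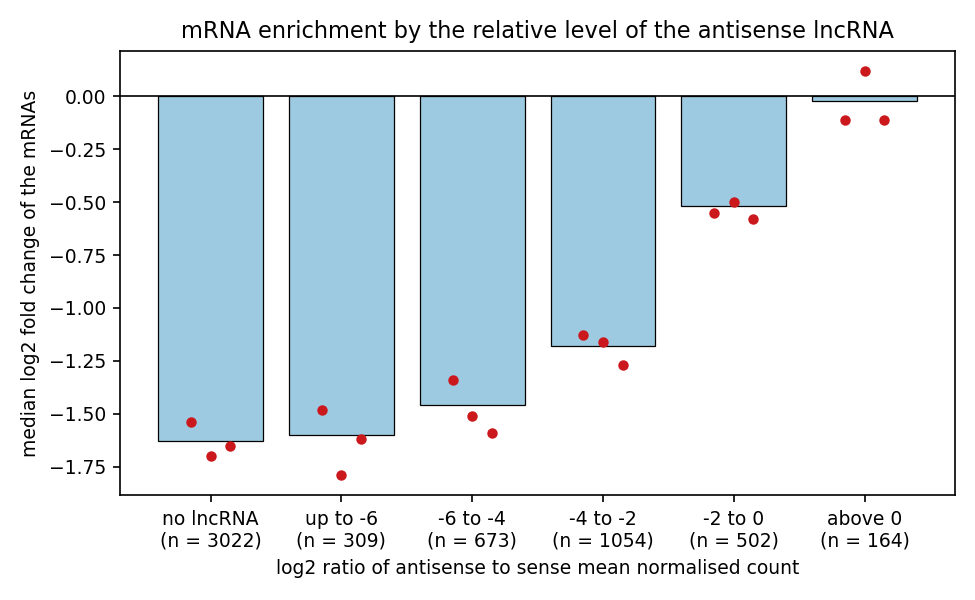
Median log2 fold change of mRNAs (vertical axis, bars) by the log2 ratio of the mean normalised count of the antisense lncRNA to that of the mRNA (horizontal axis), each mRNA taken with its most abundant lncRNA; red points are the 3 same-numbered library pairs. Medians run from -1.63 for mRNAs without an antisense lncRNA to -0.02 for those with a more abundant lncRNA.

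Of the 9 transcripts listed from the study, 7 passed an adjusted p of 0.05 over all features and 7 when adjusted over the list alone, 3 enriched and 4 reduced. As the study chose some of them partly on these libraries, the latter count is not independent evidence. The cyclin-dependent kinase mRNA PHO85 (YPL031C, chromosome XVI, 491745 to 493089) had 1237 ± 395 (SD, n = 3) normalised counts in unbound and 1033 ± 310 (SD, n = 3) in eluate libraries. Its log2 fold change was -0.25 (SE 0.267, limma adjusted p = 0.408). The sign of PHO85 reversed with mRNA factors (1.06, limma adjusted p = 0.003, enriched) and with the total count (0.66, adjusted p = 0.0633). SUT412, which lies on the other strand within PHO85 (chromosome XVI, 491929 to 492893), rose from 134 ± 3.59 (SD, n = 3) to 551 ± 137 (SD, n = 3) normalised counts, with a log2 fold change of 2.0 (SE 0.212, limma adjusted p = 1.81e-05). SUT412 shares reads with 3 features of its strand.

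HPF1 (YOL155C, chromosome XV, 28464 to 31706) rose from 1695 ± 206 (SD, n = 3) to 14000 ± 6810 (SD, n = 3), with a log2 fold change of 2.93 (SE 0.315, limma adjusted p = 1.97e-05); 84.8% of its 50-base windows are unique. FRE5 (YOR384W, chromosome XV, 1061425 to 1064805) was enriched by 0.62 (SE 0.201, limma adjusted p = 0.0185), a call that was lost without unbound 3 (adjusted p = 0.0685) or without eluate 2 (0.0536), with adjusted p from 4.31e-05 to 0.0685 over all alternatives. PRY3 (YJL078C, chromosome X, 290929 to 294073) rose by 0.59 (SE 0.328, limma adjusted p = 0.131) and was not called, whereas the fit with the replicate block gave an adjusted p of 0.0213, with a range from 0.000534 to 0.459 over all alternatives. Without eluate 3 its log2 fold change was 0.19.

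RPS17A (YML024W, chromosome XIII, 225837 to 227025) had a log2 fold change of -3.19 (SE 0.193, limma adjusted p = 6.26e-07) and RPS6A (YPL090C, chromosome XVI, 376938 to 378494) one of -1.33 (SE 0.216, limma adjusted p = 0.00033). With mRNA factors the value of RPS6A was -0.01, and 68.4% of its windows are unique, so its reads may be split with a near-identical copy. TDH1 (YJL052W, chromosome X, 338197 to 339597) had -1.27 (SE 0.512, limma adjusted p = 0.0452). Its call was lost in 4 of the 6 fits that left out a library, and it was -0.61 without eluate 3. It nevertheless fell in each same-numbered pair, from 3849 to 2317, from 3476 to 1544 and from 1804 to 475.9 normalised counts. The fit with the replicate block kept the call of TDH1, and its adjusted p ran from 3.76e-07 to 0.947 over all alternatives. SEG2 (YKL105C, chromosome XI, 238722 to 242778) had -0.88 (SE 0.178, limma adjusted p = 0.00135). Its sign was positive under mRNA factors (0.43, limma adjusted p = 0.0224, enriched) and the total count (0.03, adjusted p = 0.861).

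The 5 most enriched mRNAs had log2 fold changes from 4.85 to 6.25, with limma adjusted p from 3.09e-07 to 9.76e-05. They were YNL043C (6.25), CMC4 (5.06), YPL080C (5.04), YPR092W (4.94) and YOL097W-A (4.85). YPL080C lies opposite RPS9A over 551 bases, YPR092W opposite NVJ2 over 205 and YOL097W-A opposite WRS1 over 189. The reference does not list YNL043C and YPR092W as protein-coding genes. Mean unbound counts of YPL080C (3.207) and YPR092W (5.275) lay near the floor. CMC4 (YMR194C-B, chromosome XIII, 652294 to 652887) rose from 60.7 ± 22.1 (SD, n = 3) to 2002 ± 418 (SD, n = 3) normalised counts. YNL043C (chromosome XIV, 545289 to 545959) lies over its whole span of 671 bases opposite the mRNA YIP3, and rose from 11.1 ± 15 (SD, n = 3) to 541 ± 163 (SD, n = 3). With a pseudocount of 10 in place of 1 the 5 values ran from 3.16 to 4.89, all still positive. YNL043C was 5.51 without unbound 1 and 7.29 without unbound 3, and YPL080C was 4.20 without unbound 2 and 5.51 without unbound 3. The 5 most reduced mRNAs had values from -7.03 to -5.36. RPP1B (-5.51), RPL39 (-5.48) and RPL23A (-5.36) encode ribosomal proteins. YLR154C-G (-7.03, and -8.11 without eluate 3) lies in the rDNA with 0.0% unique windows, and IRC13 (-5.61) overlaps a snoRNA gene, SNR17A, on its strand, so both values are uncertain. RPP1B (YDL130W, chromosome IV, 229794 to 230825) fell from 38880 ± 4150 (SD, n = 3) to 861 ± 182 (SD, n = 3).

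Among asRNAs, the 5 largest values ran from 5.48 to 5.82, with limma adjusted p from 5.84e-07 to 9.73e-05. They belonged to antisense4715, opposite ATP17, antisense1845, opposite VOA1, antisense1190, antisense3604, opposite NCW1, and antisense1060, opposite VMA11. antisense1060 (chromosome XVI, 105027 to 105563) rose from 8.55 ± 3.91 (SD, n = 3) to 403 ± 45.1 (SD, n = 3) normalised counts. Since their unbound counts lie near the floor, the values depend on the pseudocount. They ran from 5.56 to 6.52 with 0.5 and from 3.30 to 4.49 with 10, where antisense4715 changed from the largest of the 5 to the smallest. antisense3604 (5.52) was 4.47 without unbound 1 and 6.13 without unbound 3, antisense1190 was 4.74 without unbound 2, and antisense4715 was 6.70 without unbound 3. The 5 most reduced ran from -4.04 to -3.17, with limma adjusted p from 1.22e-06 to 1.84e-05. They were antisense3179, with 37.3% unique windows, YMR133W-as, antisense245, antisense4483 and YBR180W-as. YMR133W-as (chromosome XIII, 536110 to 537078), opposite REC114, fell from 252 ± 36.9 (SD, n = 3) to 15.4 ± 3.63 (SD, n = 3). All 20 kept their sign under each of the 3 other scalings.

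In the authors' deposited table, 3526 of the 10188 features were enriched and 4872 reduced at an adjusted p under 0.05. Of these calls in the authors' deposited table, 8350 were also made by limma with the same sign and 0 with the opposite sign. In the authors' deposited table, as many as 81.8% of the asRNAs and 8.16% of the mRNAs were enriched. The log2 fold changes of SUT412 and PHO85 in the authors' deposited table were 2.02 (adjusted p = 5e-14) and -0.26 (adjusted p = 0.441).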

Values the study reported

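In the study, the share of asRNAs that J2 precipitation enriched was above 60%. For mRNAs the corresponding share was near 13%. Ribosomal and small nucleolar RNAs were found to be less abundant with J2. Transcripts were considered when their average count was above 40, and sense and antisense pairs when they overlapped by at least 0.5. More than 80% of the RNAs enriched by J2 were classed as cytoplasmic.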

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

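The tests of mitochondrial DNA and of pairing along the mitochondrial mRNAs were chosen only after the result had been seen, and the other tests of this part before. Among 7 kinds of feature that no comparison of the report used, 5 took a larger share of the counts in all 3 eluates than in all 3 unbound libraries, and the other 2 fell in the same complete way, the intergenic features from 0.703% to 0.161% and the snRNAs from 0.581% to 0.0444%. The intergenic fall is one of the summed share. The median log2 fold change of the intergenic features above the mean was -0.46 with the deposited factors. It was 0.52 with the total count and 0.94 with mRNA factors, so the typical intergenic feature has no fixed direction. By chance 10% of comparisons of 3 against 3 separate in either direction.

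The mitochondrial 21S rRNA was the largest of the kinds that rose. It took 8.45% of the eluate counts on average (9.71%, 10.3% and 5.31% in eluates 1 to 3) and 1.64% of the unbound counts. Its log2 fold change was 1.41 (SE 0.509, limma adjusted p = 0.0293), a call that was lost when any of the unbound libraries was left out, with adjusted p from 7.48e-06 with DESeq2 to 0.201 without unbound 3. With the total count it was 2.33 and with mRNA factors 2.73. The 15S rRNA rose to 0.772% of the eluate counts from 0.445%, but its log2 fold change was -0.11 with the deposited factors (limma adjusted p = 0.766), 0.81 with the total count and 1.21 with mRNA factors, so its direction depends on the scaling. The mitochondrial mRNAs moved with the 21S rRNA. Of 21 above the mean, 17 were enriched, with medians of 1.85, 1.41 and 0.89 in library pairs 1 to 3, although many of them share exons and reads. Without unbound 3 only 7 of the 21 were called. Mitochondrial DNA in the eluates would give like counts on both strands. The median antisense density of 10 mitochondrial asRNAs in the eluates came to 1.4% of the median gain in density of the sense mRNAs, which argues against DNA as the source of most of the gain. Pairing of both strands along the mRNAs would also need like antisense counts. Over 17 of the mRNAs with a gain and an asRNA opposite, the antisense density had a median of 0.442% of the gain of the mRNA opposite and an upper quartile of 1.46%, which argues against such pairing for most of them. For 2 of the 17 the percentage was above 10, up to 107 for Q0255, and there both explanations stay open. Shorter paired stretches and the smaller gain in eluate 3 were not tested.

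The features named INT50, of which 37.2% above the mean overlap another feature of their strand, took 0.658% of the eluate counts and 0.159% of the unbound counts, with a median log2 fold change of 1.00 above the mean of 40. If genomic DNA in the eluates were the source, both strands of an interval should hold similar counts. Over 211 intervals present on both strands, the median absolute log2 ratio of the strands in the eluates was 1.89 (1.68, 1.83 and 2.0 in eluates 1 to 3), and 70.6% differed by more than a factor of 2. In the 110 intervals with no same-strand overlap on either strand it was 1.96. DNA as the whole source is therefore argued against. Transcripts that run beyond the annotated ends, or transcripts that are not annotated, remain open.

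The features named Unit rose to 1.57% of the eluate counts from 0.706%, with a median log2 fold change of 1.44. None of those above the mean is free of a same-strand overlap. The 334 that overlap a lncRNA of their strand had a median of 1.53, and the 30 that overlap none had a median of -0.72, but all 30 overlap an mRNA. The rise may therefore come from reads shared with the lncRNAs. A change of the Unit transcripts themselves and shared reads cannot be told apart, since every feature shares reads with another class.

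The tRNA features rose to 0.00242% from 0.0011% of the counts. Their number of counts was low, from 241 to 825 per library. Their median density in the eluates was on average 3.9 times that of the INT50 features, with 4.12, 3.12 and 4.47 in eluates 1 to 3. This argues against a background like that on the INT50 features as the source. Mature tRNAs may be poorly captured in such libraries, which was not tested, and the most abundant tRNA feature is mitochondrial and took 21.7% of the tRNA counts in the eluates.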

How the results depend on the processing

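Over all alternatives, 924 values were computed. Of these, 39 were labelled as moved, 15 fell short of the threshold, 7 newly passed it and 6 reversed. The others can still differ from the main fit, such as 5190 enriched features with the total count against 3520. They also do not measure stability, since some could not change. All 43 values from DESeq2 without independent filtering equal those from the DESeq2 Wald test, and differences between class medians and the correlation do not depend on the threshold of a call. None of the 84 class results and counts with a library left out received such a label, although the values varied. Across the 6 fits that each left out a library, enriched features ranged from 3335 to 3476, reduced features from 4587 to 4943, enriched asRNAs from 77.6% to 81.7%, enriched mRNAs from 6.80% to 8.53% and the difference between asRNAs and mRNAs from 3.41 to 3.66. The increase in the asRNA share ranged from 2.57 points without eluate 3 to 3.51 without eluate 1.

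The median of ratios over mRNAs only and the total count moved the split of the calls. With the median of ratios over mRNAs only, 6253 features were enriched and 2343 reduced, 0.632% of asRNAs and 37.3% of mRNAs were reduced, 33.4% of mRNAs and 80.8% of SUTs were enriched, and the difference between mRNAs with and without a lncRNA was 0.41. With the total count, 3047 features, 1.28% of asRNAs and 48.5% of mRNAs were reduced, 22.0% of mRNAs were enriched, and that difference was 0.42. The factors shift the fold changes of a fit by about a constant (a median of 1.31 with mRNA factors, 0.91 with the total count and 0.17 with TMM), and they change which features lie above the mean of 40 (10716 with mRNA factors and 10537 with the total count). The difference between mRNAs with and without a lncRNA follows the latter, as it was 0.51 under each scaling over the 10188 features of the deposited factors. The difference between asRNAs and mRNAs was not moved by a scaling. For PHO85 the sign reversed with mRNA factors (1.06) and the total count (0.66), for SEG2 likewise (0.43 and 0.03), and for TDH1 with mRNA factors (0.04). With mRNA factors PHO85 (limma adjusted p = 0.003) and SEG2 (0.0224) also passed the threshold as enriched, and they are counted as reversed.

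The filter on the mean count moved other results. Without it, 6102 features were enriched, with 66.5% of asRNAs and 58.65% of CUTs, against 81.7% and 84.7% with the filter. The share of reduced asRNAs was 3.37% and the difference between asRNAs and mRNAs was 2.96. That between mRNAs with and without a lncRNA reversed to -0.77. Above a mean of 100, 2105 features were enriched, since fewer were counted, and the last difference was 0.77. With at least 10 counts in every library 70.0% of asRNAs were enriched, the asRNA difference was 2.91 and 5 rRNA features were reduced. The cause of these changes was not tested beyond the number of features. With an absolute log2 fold change of at least 1, 5.01% of mRNAs were enriched.

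Among features with no same-strand overlap, 1217 were enriched, 2.99% of asRNAs and 0 rRNA features were reduced, and the difference between mRNAs with and without a lncRNA was 0.12. In this setting, chosen after seeing the data, 8 of the 9 rRNA features and every XUT above the mean dropped out, so XUTs gave no value.

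The definition of an asRNA mattered as follows. The share of reduced asRNAs was 2.34% for those opposite an mRNA with no same-strand overlap, 15.1% for XUTs, 21.7% for SUTs and 15.5% for XUTs, SUTs and CUTs together. For SUTs 53.0% were enriched. The difference to mRNAs was 2.89 for XUTs, 2.26 for SUTs and 2.91 for the 3 together, and 2.74 for asRNAs against mRNAs matched on mean count. The increase in the share of counts was 0.751 points for asRNAs with no same-strand overlap, 1.65 for XUTs, 0.867 for SUTs and 0.42 for CUTs.

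With the replicate block limma called 8718 features, among them 8410 of the 8411 calls made without it. The block brought PRY3 past the threshold (0.59, adjusted p = 0.0213 in limma and 0.0156 in DESeq2) and changed no other call among the results named. With the 9 listed transcripts, PRY3 newly passed in 7 settings in all, and TDH1 fell short in 9, among them TMM and both edgeR tests. FRE5 fell short in 4, SEG2 and RPS6A in 1 each. The correlation of the fold change of mRNAs with the antisense to sense ratio moved to 0.34 with an overlap of 1 base and to 0.09 with no same-strand overlap, and reversed in no setting.

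Between 469 and 625 features were listed at 0 in an unbound library, but between 7 and 42 in an eluate. Depth alone does not account for this, since unbound 3 has more counts than eluate 3.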

Other observations

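The tests of the splits of the libraries and of eluate 3 were chosen only after the result had been seen. So were those of opposite-strand genes, of the partners and of length among abundant mRNAs. The setting of features with no same-strand overlap was also chosen after seeing the data. Matching mRNAs on mean count or length was among the alternatives set before the data were examined. The other tests were also chosen before.

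The share of enriched mRNAs here was 8.0%. That is lower than the value quoted from the study above. It depends on the filter and the scaling, with 10.8% without a filter on the mean count, 10.1% with TMM, 22.0% with the total count and 33.4% with mRNA factors.

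The higher enrichment of asRNAs than of mRNAs (a difference of 3.5, SD 0.342 over 3 library pairs) was set against technical explanations. asRNAs are scarcer, with a median mean count of 95.2 against 1003. Against the mRNA nearest in mean count to each asRNA, for which 759 distinct mRNAs were used, some repeatedly, the difference was 2.74. That mean includes the eluates, so the match did not equalise the unbound levels. It therefore cannot show how much of the difference abundance accounts for. Matching on length gave 3.39 and matching on GC content 3.53. Features with no same-strand overlap gave 3.78, which argues against shared reads. When the median density of the INT50 features was taken from each eluate as an estimate of genomic DNA, the difference was 2.78. The INT50 counts may hold transcripts as well, so more than DNA may have been taken away, and the unbound libraries were not corrected. The study's methods also state that the RNA was treated with DNaseI before J2 was added. The counts opposite the 5% most abundant mRNAs bound the sense reads that could be counted on the wrong strand at 0.268%, 0.629% and 0.574% of the sense counts in eluates 1 to 3. After that share of the sense counts was taken away the difference was 3.54. None of these removed it. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many features past the threshold. The other 9, of which 3 also part all same-numbered libraries, gave 0 at that adjusted p, with a class difference from -1.31 to 1.51. As 10 splits allow no share under 0.1, a chance arrangement of the libraries and the fraction cannot be told apart by this count. The preference of the antibody for double strands remains a hypothesis that these tests did not exclude.

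Enriched protein-coding features were often themselves antisense to a gene. Of 572 nuclear features covered over at least 0.5 of their length by a protein-coding feature of the other strand, 29.9% were enriched, against 5.26% of the other 5131. More of the 572 were reduced (46.5%), with a median log2 fold change of -0.44, against 77.8% and -1.45 for the others. The contrast in enriched shares was also present where no lncRNA lay opposite, with 30.9% of 511 and 3.07% of 2507. Among the others matched on mean count, 5.07% were enriched, but that mean includes the eluates, so the unbound levels were not matched. The contrast held with mRNA factors (55.2% and 30.0%) and with the total count (45.6% and 18.5%). It held for features that the reference does not list as protein-coding genes (60.5% of 124 against 14.8% of the 88 others) and for those it lists (21.4% of 448 against 5.1% of 5043). Of the 458 enriched mRNAs, 88 were nuclear features missing from that list. A candidate explanation is that part of the mRNA class consists of antisense transcripts that carry the name of an open reading frame. This fits the test but was found on the same data. Leaving out the features missing from the reference, 6.43% of 5491 nuclear mRNAs were enriched.

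If both strands of a pair entered the eluate together, the fold changes of partners should rise together where their abundances are alike. Over 438 pairs within a factor of 2 in mean count, Spearman's correlation of the partners' log2 fold changes was -0.09 (-0.05, -0.11 and -0.10 in the 3 library pairs), and shuffled partners gave -0.09 to 0.10. The lncRNA had the higher value in 67.6% of these pairs. The lack of a positive correlation argues against joint uptake as the main source of differences between pairs. The mRNAs of these pairs had a median log2 fold change of 0.01 and the lncRNAs one of 0.93. For mRNAs without a lncRNA it was -1.63, so joint uptake in these pairs as a set stays open. The correlation says nothing about single pairs, and the reads do not show which molecules were paired. Of these 438 pairs, 28 had no same-strand overlap for either partner, and their correlation was -0.28.

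Length may matter among abundant mRNAs. Only the 5491 nuclear mRNAs that the reference lists were used. Of the 1098 in their top 20% of mean count, the shortest 20% (up to 1173 bases) had a median log2 fold change of -2.74 and the longest (from 3557 bases) one of -1.20. Without the 128 ribosomal protein genes, whose median was -3.11, Spearman's correlation with length was 0.25 (0.27, 0.27 and 0.17 in the 3 library pairs), and it was 0.22 with GC content held constant. Among the 4393 less abundant mRNAs it was 0.06. Longer RNAs hold more possible sites for the antibody, which is a hypothesis. A loss of short fragments in the eluate would give the same trend and was not tested.

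The rRNA features stood apart in eluate 3. Their median log2 ratio to the mean of eluates 1 and 2 was 2.32. To give these counts, carry-over would have to bring 3.74% of the normalised counts of unbound 3 into eluate 3. That would at least double 36 other features with no same-strand overlap, with an expected log2 ratio whose lower quartile is 1.10. Their observed median was 0.36 (quartiles 0.08 and 0.65), and 35 of the 36 lay below the expected value. This argues against carry-over as the whole source, while a smaller carry-over stays open. The snoRNAs do not separate the explanations, with an observed median of 0.23 and an expected one of 0.54. What else raised the rRNA counts stays open, the reads map to repeated copies, and no biological explanation was tested.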
